A study of Mus musculus with 6 samples. Its data were reported in "APOE modulates microglial immunometabolism in response to age, amyloid pathology, and inflammatory challenge" (2023).

How the data were processed

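Brains of female mice carrying human APOE, E3 or E4, in place of the coding exon of mouse Apoe were dissociated, enriched for glia and sequenced as single cells with the 10x Genomics 3-prime chemistry. Each of the 6 groups (E3 or E4; young, middle-aged or aged) had 1 library made from a pool of 3 mice. The numbers given to the libraries pair none of them, and no batch or date was stated. For each library the authors deposited counts, that is, UMIs per gene and cell barcode as whole numbers, with lists of barcodes and genes. Reads had been aligned and counted by Cell Ranger (6.0.1 per the file headers, 7.0 per the processing notes) with a joint human and mouse (mm10, the same assembly as GRCm38) reference of 36601 human and 32285 mouse genes, and the barcodes had been called as cells. Totals differ between libraries, so the counts were not equalised for depth. Human genes took 0.149% to 0.351% of the UMIs, nearly all of them APOE, and only that human gene was used. Gene positions came from GENCODE vM21, matched by Ensembl identifier for 32158 of the 32285 mouse genes. Clec7a and 1500015O10Rik were not analysed here, nor were reads.

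Cells were kept by the filter stated in the study's methods: 200 to 5000 genes, 500 to 90000 UMIs and under 30% mitochondrial UMIs. Doublets were predicted in each library from simulated pairs of cells (30 neighbours, expected rate 0.8% per 1000 barcodes, called share 6.95% to 17.3%) and left out after clustering. Counts were scaled per cell and logged, and 2000 variable genes, 30 principal components and a graph of 20 neighbours were used for Leiden clustering at resolution 1.2, without integration of libraries. The calculations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2 and python-igraph 0.11.9, with plots by matplotlib 3.10.9. Each of 50 clusters was named from a list of markers of 18 cell classes. A cluster took a class with at least 3 of its markers at 4 times or more the median cluster's CPM plus 5 and found in at least 10% of cells. Clusters were left unnamed when an unrelated class had 50% or more of its markers raised or as large a share as the first, when 50% or more of the cells were called doublets, when over 75% came from 1 library, when the top 10 genes held more markers of another class, or when a shallow cluster had none of its markers among them. Of the clusters 28 were named, as 13 classes, and 22 were not. The unnamed cells (16.8%) included an oligodendrocyte-like cluster (0.876%, 4.2% and 3.26% of young, middle-aged and aged E3 cells and 1.84%, 4.69% and 4.76% of E4 cells) and 3 clusters mostly of the young E3 library with mixed markers (22.9%, 6.58% and 4.52% of its cells). The 15895 microglia came from 6 clusters: 1 was led by cytokine genes (Il1a, Ccl4 and Tnf), 1 by DAM genes (Spp1, Lpl and Cst7), and 1 had few UMIs (median 903).

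UMIs were summed per library within each class, so that the library is the replicate. Genes were tested with the quasi-likelihood F test of edgeR 4.0.16 (robust fit, TMM normalization, R 4.3.3) after its filter on low counts (minimum 10), with Benjamini-Hochberg adjustment and a threshold of 0.05. Genotype was tested with age as a block (2 residual degrees of freedom) and aged against young mice with genotype as a block, in microglia, astrocytes and oligodendrocytes. Genotype alone was tested in endothelial, choroid plexus and ependymal cells. In microglia the change of the genotype difference per age step, age coded by rank, was tested with 1 residual degree of freedom. The genotype difference at a single age was not tested as a comparison of its own, because each group has 1 library. Fits that part only 1 age pair enter the splits of the libraries described below. The test over single cells in the study's methods, in which cells stand for replicates, was not used. Fold changes are on the log2 scale, E4 over E3 or aged over young, ± SE, and CPM of named genes are normalized by TMM, while those of APOE per class are plain. Intervals of shares are exact binomial, those of ratios of shares are log-normal and those of counts and their ratios are exact (Poisson or binomial), at 95%; they cover counting error only, not the spread between mice.

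The gene lists, 28 in all, were compared with the other genes by camera of limma 3.58.1 (preset correlation 0.01, at least 3 measured members) on log CPM with a prior count of 2. They cover microglial, astrocytic and oligodendrocytic states, antigen presentation, interferon and cytokines, energy and lipid metabolism, ribosomes, early response, senescence, ApoE receptors and markers of other cells that may carry RNA over. The ribosomal protein and nuclear oxidative phosphorylation lists were taken by gene name and hold 8 or 9 S6 kinase and binding protein genes and 8 assembly factors. Lists overlap: myelin and oligodendrocyte markers share 9 genes, glycolysis and HIF-1 targets 5. The DAM list shares 3 genes with cholesterol efflux and holds genes the study singled out in these libraries, so its results are not independent of the study. A list's median is the median log2 fold change of its measured genes, and 'adjusted over the list alone' means Benjamini-Hochberg adjustment within the list. The test and the median differed in sign for cytokines by genotype in astrocytes, neuron markers by age in microglia (median 0.11, tested lower, adjusted p = 0.753) and homeostatic microglia genes by age in oligodendrocytes (median -0.10, tested higher, adjusted p = 0.739). For the DAM profile each microglial cell was thinned to 2000 UMIs and called with at least 4 of 14 measured core genes. Microglia were also clustered alone at resolution 0.8 into 15 sub-clusters, of which 2 led by Gh and Prl came almost wholly from the aged E3 library (827 of 836 and 435 of 436 cells, 28.2% and 14.8% of its microglia). Without 89 genes raised in pituitary-like clusters there were 12 sub-clusters. Called genes within 20 Mb of Apoe were compared with the rest of the genome by Fisher's exact test.

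Named genes were chosen by rule: per comparison the 10 rising and 10 falling genes with the largest fold change among those with an adjusted p under 0.05, a mean of at least 20 CPM and 1 sign in every pair of libraries, or, where fewer than 5 passed, the 10 smallest p with 1 sign in every pair. At single ages the rule took 8 genes in each direction, at 50 CPM or more, with an interval beyond 1.5-fold. List members with the largest change, the DAM core genes, APOE, Apoe, Serpina3n and Hif1a were added, and the text names a part of these; values of some genes are not reported here. The called genes near Apoe, and those of endothelial and choroid plexus cells outside the rule, were named after their values were seen. The comparisons, tests, gene lists, named-gene rule and first set of alternatives were fixed before the data were examined.

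Alternatives were DESeq2 1.42.0 (Wald test), relative log expression factors in place of TMM, no filter on low counts, doublets kept, a strict cell filter (over 500 genes and under 10% mitochondrial UMIs, 50352 cells), no age term, only young and aged libraries, each library left out, camera with an estimated correlation, fry, other thinning and other windows around Apoe. Added after seeing the data were microglia without the cluster led by DAM genes, endothelial clusters mostly of 1 library kept, sub-clusters without pituitary-like genes, cell shares without pituitary-like cells, ratios at single ages with doublets kept or the strict filter, and estimated correlation and fry for the trend. The tests were also tested on simulated data of the same size with 100 genes changed by 1 and 100 by 2 on the log2 scale. They recovered 92% to 100%. False calls by genotype, age and trend were 29, 38 and 82 in microglia. By genotype and age they were 23 and 20 in astrocytes and 17 and 27 in oligodendrocytes. By genotype they were 21 in endothelial, 22 in choroid plexus and 11 in ependymal cells. Real genotype calls outnumbered false ones only in ependymal cells. With glycolysis raised by 0.5 on the log2 scale in 1 simulated data set, camera called it (adjusted p = 1.13e-49) and 2 other lists as well.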

Results

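Glia-enriched single-cell RNA libraries were made from brains of female mice with the coding exon of mouse Apoe replaced by human APOE, E3 or E4. Each of the 6 groups, E3 and E4 in young, middle-aged and aged mice, had 1 library of 3 pooled mice. The E3 libraries held 88356410 (young), 74171942 (middle-aged) and 123978425 (aged) UMIs in 21670, 8700 and 16275 barcodes. The E4 libraries held 70045857, 97300332 and 103475082 UMIs in 12231, 12593 and 15887 barcodes, in the same order. After the filter on cells, the median cell had 1646, 6003 and 4353 UMIs in the E3 libraries and 4713.5, 5531.5 and 4789 in the E4 libraries, so that the young E3 library was the shallowest per cell over all classes. Of 79340 cells that passed, 69306 remained after predicted doublets were removed, and 57650 of these fell into clusters named by marker genes as 13 cell classes. Unnamed clusters held 36.5% of the young E3 cells, against 8.53% and 19.8% of the middle-aged and aged E3 cells and 4.96%, 8.14% and 8.05% of the E4 cells. No group had a replicate library, so genotype was tested over the 3 ages and age over both genotypes, and values at a single age carry counting error only. Symbols in capitals stand for the human gene, as in APOE, and Apoe for the mouse gene.

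Microglia-like cells made up 16.4%, 25.9% and 22.8% of the retained cells of the young, middle-aged and aged E3 libraries and 24.2%, 22.4% and 29.6% of the E4 libraries. Oligodendrocyte-like cells stood at 5.62% (exact binomial 95% interval 5.27 to 5.97), 17.8% (16.9 to 18.7) and 13% (12.5 to 13.6) in E3, and at 9.68% (9.09 to 10.3), 18.7% (17.9 to 19.4) and 16.2% (15.5 to 16.8) in E4. Astrocyte-like cells held 26.6%, 21.1% and 21.9% in E3 and 46.3%, 29.0% and 22.3% in E4. Astrocytes, oligodendrocytes and endothelial cells had the higher share in E4 at all 3 ages, and neurons and neuroprogenitors the lower share, while the other 8 classes went both ways. These shares count pituitary-like cells, found almost wholly in the aged E3 library, among all cells. Without them, a setting chosen after seeing the data, astrocytes made up 25.5% (24.6 to 26.3) of aged E3 and 22.3% (21.6 to 23.1) of aged E4 cells, the reverse of the younger pairs, and endothelial cells 6.76% and 6.77%, while oligodendrocytes stayed higher in E4 (15.2% and 16.2%) and choroid plexus and leptomeningeal cells were lower at all 3 ages. With them, the intervals of E3 and E4 were apart at 2 of 3 ages for astrocytes, oligodendrocytes, endothelial cells and neuroprogenitors, and at 1 age for neurons. Oligodendrocyte precursors were nearly missing from the young libraries (6 cells in E3, 4 in E4) and reached 1.15% of aged E3 and 2.62% of aged E4 cells. Before doublets were removed, their cluster held 38 young E3 and 17 young E4 cells, against 175 and 408 aged ones. The young shares thus depend on the doublet calls. These shares were described and not tested, and the glial enrichment and the depth of the young E3 library can set them. With doublets kept, 3 classes held 1 direction at all ages, and astrocytes, endothelial cells and neurons were no longer among them. With the strict cell filter the astrocyte share differed (E4 minus E3) by 1.74, 2.85 and -0.61 percentage points at the 3 ages, in place of 19.6, 7.92 and 0.401, and neurons went both ways. An astrocyte cluster with a median of 818 UMIs and 20% mitochondrial UMIs held 2490 cells of the young E3 and 2640 of the young E4 library, against 665 and 537 of the aged ones. The 3 pituitary-like clusters, which belong to no class here and had hormone genes at 52.3%, 42.6% and 7.29% of their UMIs, made up 14.1% (13.5 to 14.7) of the filtered cells of the aged E3 library and 0.0217% of the other 5 libraries together, and pituitary hormone transcripts were raised in every tested class of that library.

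**Figure D1:**
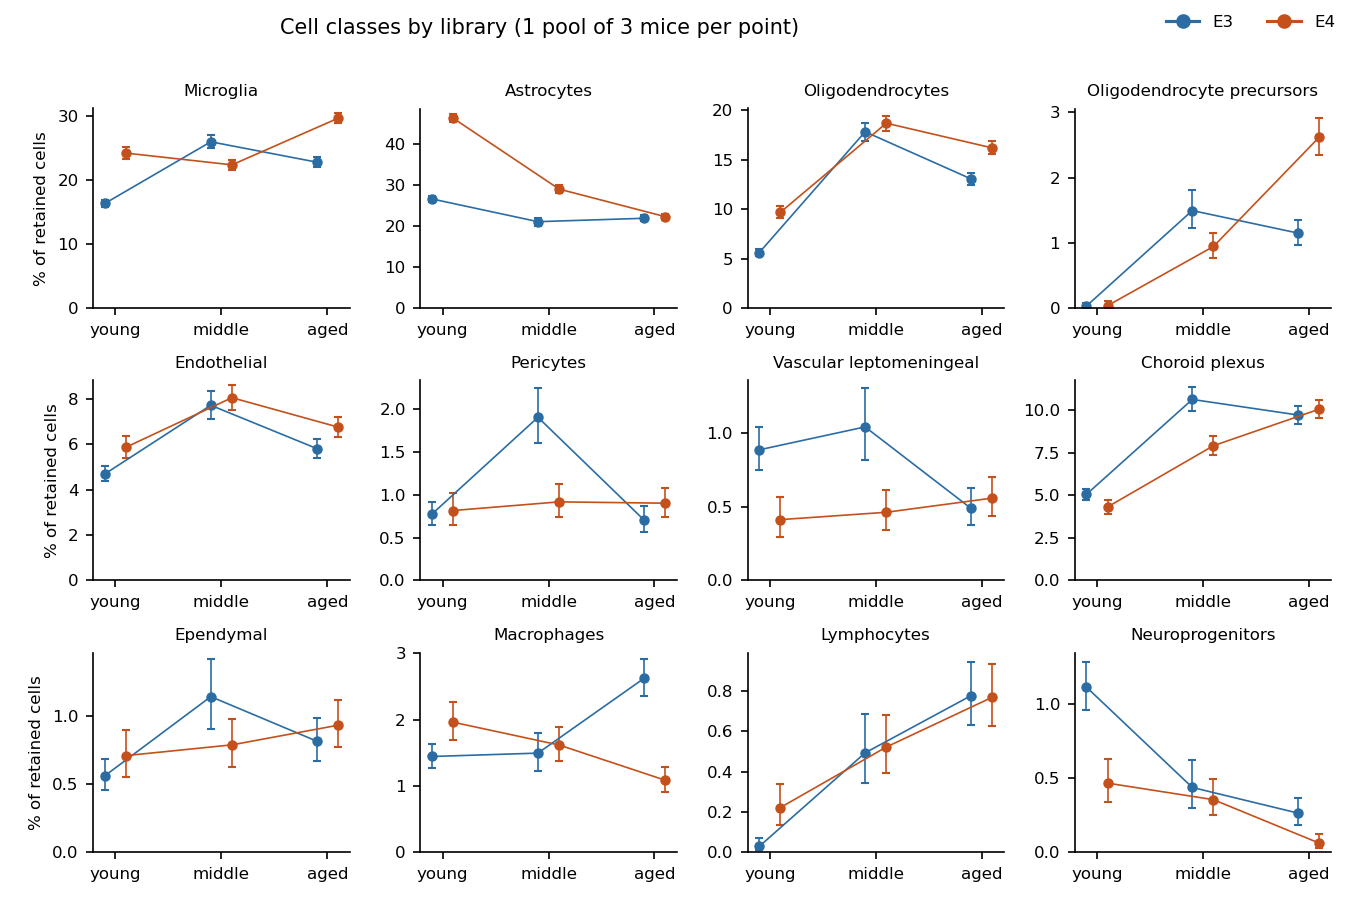
Share of retained cells (percent, vertical axis) of each cell class at each age (horizontal axis) in E3 (blue) and E4 (orange) libraries, 1 library per point, with bars showing exact 95% binomial intervals. Oligodendrocytes run from 5.62% in the young E3 library to 18.7% in the middle-aged E4 library.

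The first question was which microglial genes differ between E4 and E3. Microglia of E4 mice had more transcript of Lpl, the lipoprotein lipase that releases fatty acids, at every age (15, 34.2 and 167 CPM in young, middle-aged and aged E3 against 25.2, 69.6 and 358 in E4), with a log2 fold change of 0.99 ± 0.07 (SE, adjusted p = 1.59e-05, 3 E3 against 3 E4 libraries). Cybb, the membrane subunit of the phagocyte NADPH oxidase, rose by 1.45 ± 0.12 (adjusted p = 7.12e-05), with 32.1 CPM in aged E3 and 99.3 in aged E4. Igf1, an insulin-like growth factor, rose by 1.68 ± 0.16 (adjusted p = 0.000243) and went from 17.2 to 59.4 CPM in the aged pair. The calcium-binding Anxa4 rose by 0.99 ± 0.08 (adjusted p = 2.68e-05) and the MHC class II chain H2-Ab1 by 0.60 ± 0.11 (adjusted p = 0.042). Ch25h, which makes 25-hydroxycholesterol, had 0.158, 1.70 and 7.56 CPM in E3 and 0, 6.69 and 36.9 in E4 (adjusted p = 0.00426).

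Genes lower in E4 microglia were led by the inhibitory receptor Pirb (39.0, 47.7 and 51.9 CPM in E3 against 15.2, 23.4 and 29.0 in E4), which fell by 1.06 ± 0.09 on the log2 scale (adjusted p = 0.000243). Wdfy1, an endosomal adaptor of Toll-like receptor signalling, fell by 0.74 ± 0.07 (adjusted p = 7.15e-05), and the autophagy kinase Ulk2 by 0.39 ± 0.06 (adjusted p = 0.0132). Gmfg, a regulator of actin branches, fell by 0.36 ± 0.06 and Gm42418, which overlaps ribosomal RNA repeats, by 0.56 ± 0.10. Also higher in E4 were Myadm (0.83 ± 0.08, adjusted p = 0.00036), the muscle-type cytochrome oxidase subunit Cox6a2 (0.59 ± 0.08, adjusted p = 0.00538), Rapgef5 (0.40 ± 0.06) and the complex I subunit Ndufa3 (0.34 ± 0.06). The genes lie at chromosome 8 68880491 to 68907448 (Lpl), X 9435252 to 9487771 (Cybb), 10 87858265 to 87937042 (Igf1), 6 86736840 to 86793584 (Anxa4), 7 3711409 to 3720391 (Pirb) and 1 79702262 to 79776143 (Wdfy1) of GRCm38. In all, 22 genes rose and 7 fell of 12442 tested, and 563 had an unadjusted p under 0.05. The excess of rising genes went without some libraries: 26 rose and 24 fell without the middle-aged E3, 25 and 24 without the aged E3, 19 and 21 without the middle-aged E4 and 18 and 17 without the aged E4 library, against 35 and 8 or 30 and 7 without the young E3 or E4 library. Of the 21 called genes with values here or under the replaced locus, Cybb, Anxa4, Lpl, Myadm, Pirb, Wdfy1, C5ar2, Lilra5, Lgi4 and Eps8l1 passed without each library in turn; leaving out the young, middle-aged and aged E3 libraries ended 6, 8 and 7 of the calls and the E4 libraries 8, 9 and 8, with adjusted p from 0.0557 to 0.568. With doublets kept, Lpl (0.87), Cybb (1.19) and Igf1 (1.2) had an adjusted p of 1, and without the cluster led by disease-associated genes, a setting chosen after seeing the data, Cybb was at 0.79 (adjusted p = 0.187) and Igf1 at 0.82 (adjusted p = 0.912).

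**Figure D2:**
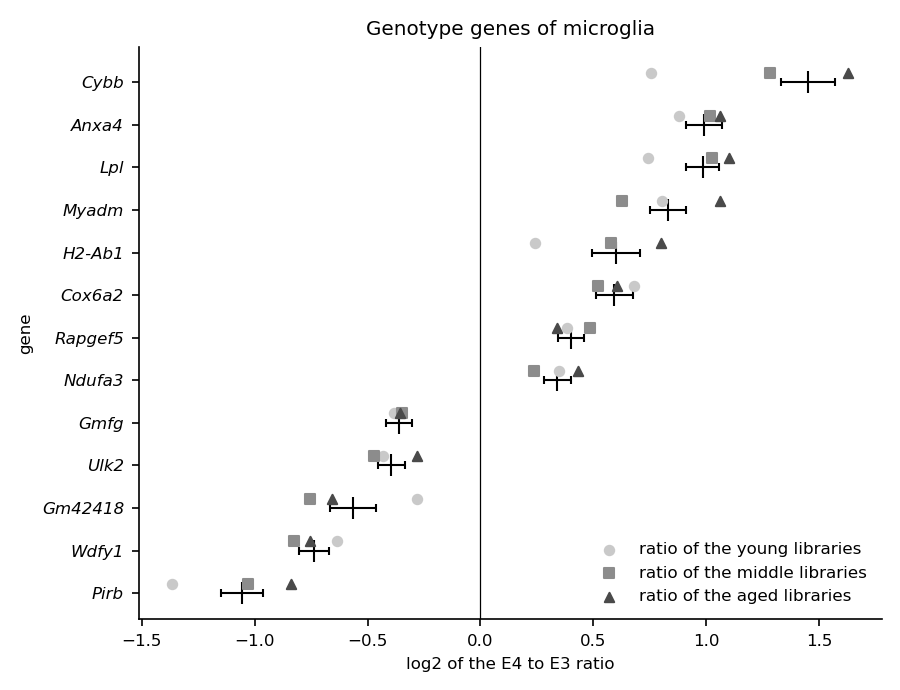
E4 to E3 difference (log2) of 13 genes named by rule in microglia. Crosses are the log2 fold change fitted over 6 libraries, and bars the SE that goes with its test. Points are the ratios of the young, middle-aged and aged pairs, 1 library per group. Lpl and Anxa4 sit at 0.99 and Pirb at -1.06, with all 3 points of each on the same side of 0.

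Among the gene lists, the disease-associated microglia (DAM) list was higher in E4 microglia (median log2 fold change 0.28, adjusted p = 1.89e-11): 30 of its 32 measured genes were positive, 4 rose (Lpl, Igf1, Cybb and Ch25h; 7 adjusted over the list alone) and 28 did not pass. With an estimated correlation none of the 9 lists called of 28 by genotype in microglia passed (adjusted p = 0.822). That setting had 2 residual degrees of freedom and its power was not measured, so it cannot decide whether these lists changed. The protease inhibitor gene Cst7 (0.53), the integrin Itgax (0.67), the receptor kinase Axl (0.69), Fabp5 (0.69) and Spp1 (1.34 ± 0.83) had an adjusted p of 1. The call rested on the aged libraries: without the aged E3 library the median was 0.00 (adjusted p = 0.0968) and without the aged E4 library 0.00 (adjusted p = 0.151). Without the cluster led by DAM genes, a setting chosen after seeing the data, it was 0.04 (adjusted p = 0.294), with 0.26 (adjusted p = 0.0138) for MHC class II and 0.05 (adjusted p = 0.124) for glycolysis. MHC class II genes were higher (median 0.52, adjusted p = 1.83e-06), with 6 of 6 positive and 1 rising (3 adjusted over the list alone). Glycolysis genes had a median of 0.13 (adjusted p = 0.000274), 18 of 21 positive and 0 rising (0 adjusted over the list alone); Pfkp (0.39) and Eno2 (0.35) had an adjusted p of 1. Cholesterol efflux and lipid droplet genes had a median of 0.09 (adjusted p = 9.12e-05, 2 of 20 rising, 3 adjusted over the list alone) and the mitochondrial genome 0.06 (adjusted p = 0.0362, 0 of 13, 1 adjusted over the list alone). Without the aged E3 library the adjusted p was 0.534 for glycolysis, 0.0825 for efflux and 0.118 for the mitochondrial genome, and without the aged E4 library 0.554, 0.12 and 0.137; the last list also missed the threshold without the young E3, young E4 or middle-aged E4 library (0.0569, 0.0556 and 0.0578).

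Markers of other cells moved with the genotype in microglia, in calls that an estimated correlation ended too. Oligodendrocyte carry-over markers (median 0.17, adjusted p = 0.000193, 0 of 11 passing) and the myelin list (0.15, adjusted p = 0.000758, 0 of 16; Mbp 0.93 ± 0.13, adjusted p = 0.202) were higher in E4, the reactive astrocyte list was higher (0.11, adjusted p = 0.00358, 0 of 16) and choroid plexus markers were lower (-0.46, adjusted p = 9.12e-05, 0 of 6; Kl -1.14 ± 0.33, adjusted p = 0.517). Each of these 4 lists had 2 members passing when adjusted over the list alone. Without the middle-aged E3 library the adjusted p was 0.333 for oligodendrocyte markers, 0.297 for myelin and 0.0704 for reactive astrocyte genes, and choroid markers were at 0.0569 without the young E3 library. Homeostatic microglia genes (-0.05, adjusted p = 0.0749), HIF-1 targets (0.11, adjusted p = 0.127), cytokines (0.07, adjusted p = 0.133) and MHC class I genes (0.07, adjusted p = 0.0581) did not pass. Leaving out the young or middle-aged E3 library gave 18 or 15 lists, and leaving out the young or middle-aged E4 library 19 or 14.

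The called genes lay near the replaced locus more often than elsewhere. Within 20 Mb of Apoe (chromosome 7 19696109 to 19699188, minus strand), 11 of 340 tested microglial genes (3.24%) differed by genotype, against 18 of 12092 (0.149%) in the rest of the genome, an odds ratio of 22.4 (Fisher's exact test, two-sided, p = 1.21e-10). Of the 11, 8 were higher in E4: the complement receptor gene C5ar2 (2.70 ± 0.13, adjusted p = 2.08e-07), the activating receptor gene Lilra5 (2.03 ± 0.11, adjusted p = 1.2e-06), Isoc2a (1.69 ± 0.27), Lgi4 (1.61 ± 0.16), Myadm, Ndufa3, Eps8l1 and Gm15510. Pirb and Gmfg were among the 3 lower. Eps8l1 had 0.0791, 0.189 and 0 CPM in E3 and 5.89, 7.25 and 6.48 in E4, and Gm15510 had 0 in each E3 library and 1.01, 0.725 and 1.43 CPM in E4. In astrocytes 4 of 354 genes in the window were called (odds ratio 16.9, p = 0.000262, Fisher's exact test) and in oligodendrocytes 3 of 313 (odds ratio 9.10, p = 0.00693, Fisher's exact test), while endothelial (1 of 286, odds ratio 6.33, p = 0.167), choroid plexus (1 of 289, 9.75, p = 0.119) and ependymal cells (2 of 210, 3, p = 0.154) did not pass. Within 10 Mb only 2 of 192 microglial genes were called (odds ratio 4.76, p = 0.0734, Fisher's exact test), so that most of the called genes sat 10 to 20 Mb away. Pirb and Lilra5 belong to a family of near-identical receptor genes whose reads may be split between copies, so their levels are uncertain.

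**Figure D3:**
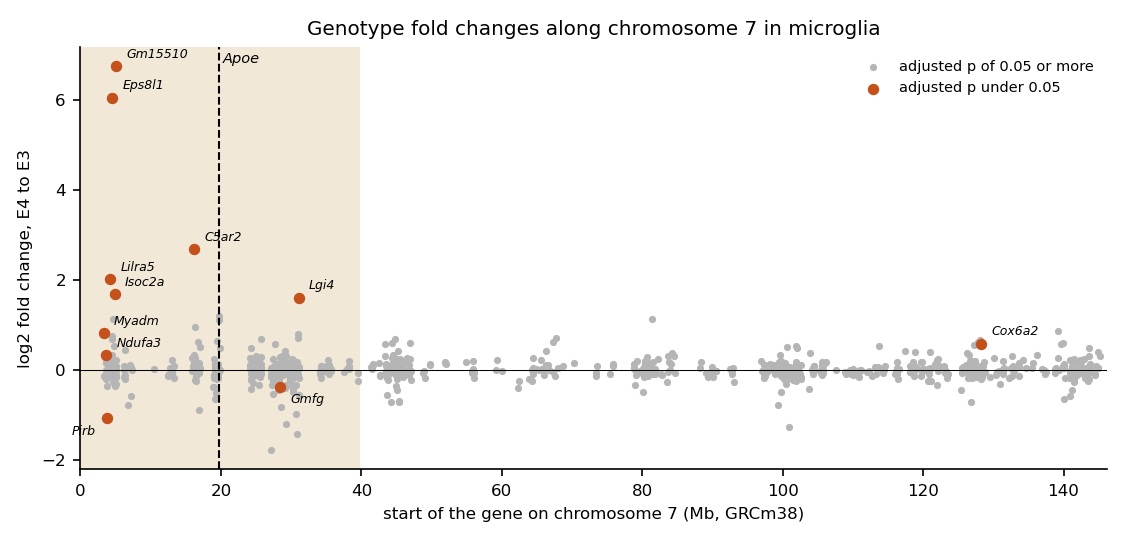
E4 to E3 log2 fold change in microglia of tested genes on chromosome 7 by start position (Mb), with the 20 Mb on either side of Apoe shaded, Apoe dashed and genes with an adjusted p under 0.05 in orange. Of the 11 called genes in the shaded part 10 are drawn; the fitted values of Eps8l1 and Gm15510, which had about 0 counts in E3, depend on the prior count.

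Human APOE itself was followed in each class. Microglia had 244, 171 and 731 CPM of APOE in young, middle-aged and aged E3 libraries and 283, 293 and 2119 in E4, and the E4 to E3 ratio was 1.16 (1.10 to 1.22), 1.72 (1.62 to 1.82) and 2.90 (2.83 to 2.97). In oligodendrocytes, taken as the level of free RNA, there were 204, 280 and 273 CPM in E3 and 186, 324 and 323 in E4, so that the aged microglial values stood well above it and the others lay nearer to it. Over the 3 ages the genotype difference was 0.85 ± 0.39 (adjusted p = 1). The ratio in the aged pair was 2.66 with doublets kept and 3.08 with cells thinned to 2000 UMIs. At that depth a UMI was seen in 22.9% of aged E3 and 35.0% of aged E4 microglia, and in 34.7% and 40.1% of the oligodendrocytes (thinned too), so these shares were at or below background and no expression is read from them; unthinned, the microglial shares were 31.5% and 46.3%. Astrocytes held 8717 to 10964 CPM and the difference by genotype was 0.15 ± 0.07 (adjusted p = 0.764). Hif1a, the oxygen-sensing transcription factor, did not pass by genotype in microglia (0.15, adjusted p = 1) or astrocytes (0.10, adjusted p = 0.841).

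A DAM profile, at least 4 of 14 core genes detected after thinning to 2000 UMIs, was rare before old age. It was found in 0.101% (0.0122 to 0.364), 0.897% (0.478 to 1.53) and 3.67% (2.93 to 4.53) of young, middle-aged and aged E3 microglia and in 0.246% (0.0671 to 0.629), 0.902% (0.526 to 1.44) and 10.5% (9.49 to 11.7) of E4 microglia (exact binomial intervals). In the aged pair, 332 of 3151 E4 cells and 82 of 2237 E3 cells had it, a ratio of 2.87 (2.27 to 3.64). Cells with fewer UMIs were left out: 779, 390 and 694 in E3 and 658, 384 and 659 in E4. Without thinning the shares were 1.23%, 2.83% and 5.49% in E3 and 1.36%, 2.95% and 16.0% in E4. The profile is a range: 101 aged E4 and 21 aged E3 cells had exactly 4 genes, and 117 and 31 had 1 fewer. Among other cells, 14.4% of aged E3 and 9.6% of aged E4 macrophages had it. A sub-cluster of microglia led by DAM genes held 14.4% of aged E4 and 5.42% of aged E3 microglia, and in it APOE stood at 5958 and 4062 CPM, against 631 and 278 in the other microglia.

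**Figure D4:**
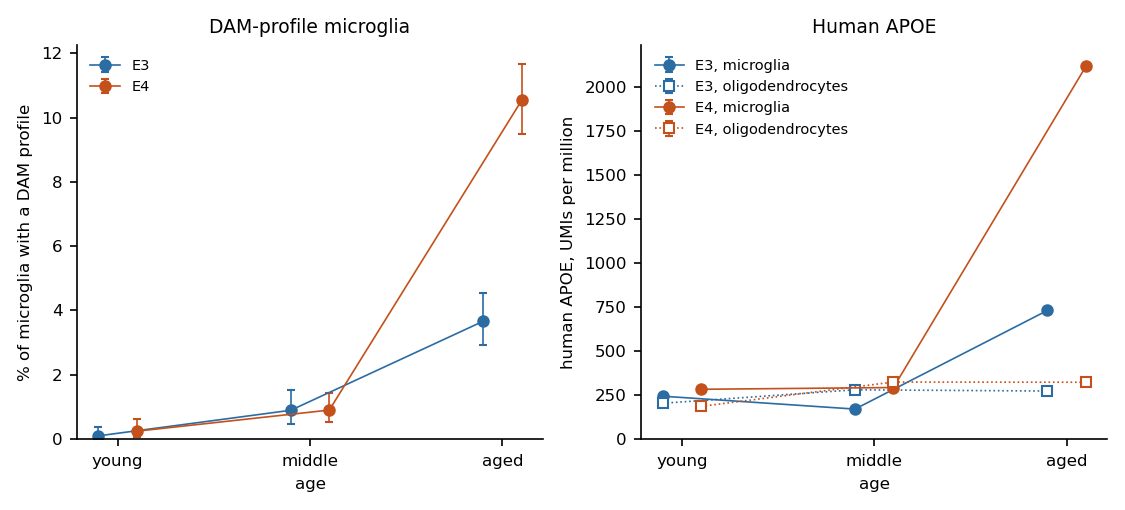
Left, percent of microglia with a DAM profile by age in E3 and E4; right, human APOE (CPM) in microglia and in oligodendrocytes, 1 library per point with exact 95% intervals. In the aged pair the DAM share is 3.67% in E3 and 10.5% in E4, and microglial APOE 731 and 2119 CPM, while oligodendrocytes stay between 186 and 324.

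At single ages the E4 to E3 ratio was taken gene by gene in microglia, with 1 library per group and no test. In the aged pair 65 genes had a ratio above 1.5 and 15 below its inverse with their intervals, of 2840 compared, against 13 and 5 in the middle-aged and 2 and 8 in the young pair. Aged E4 microglia had 5.03 times (4.54 to 5.59) the aged E3 level of Cxcl2, a neutrophil chemokine, 3.33 times (2.85 to 3.91) that of Igf1, 2.99 times that of Cybb, 2.77 times that of the filament gene Vim and 2.75 times that of Spp1, or osteopontin. Hif1a was 1.29 times higher (1.2 to 1.38). The 8 lower genes named by rule were Gh, Prl, Chgb and Nnat, which are among the top 10 genes of pituitary-like clusters of the aged E3 library, the linker histone genes Hist1h1d (0.293), Hist1h1c (0.429) and Hist1h1e (0.439), and G530011O06Rik (0.0785). In the middle-aged pair Spp1 was at 4.39 (3.69 to 5.26), but in the young pair it was lower in E4 at 0.164 (0.0752 to 0.321, 65 UMIs in E3 and 10 in E4). Also higher in the middle-aged pair was Lpl at 2.13, beside the oligodendrocyte genes Mbp (2.55) and Mobp (2.38). In the young pair Ddit4, a glucocorticoid-induced inhibitor of mTOR, was at 1.76 (1.66 to 1.87), and the chemokines Ccl4 (0.589) and Ccl3 (0.606) and the haemoglobin gene Hbb-bs (0.152) were lower, while Hbb-bs was at 2.84 (2.45 to 3.31) in the middle-aged and 4.01 (3.66 to 4.4) in the aged pair. Without the cluster led by DAM genes, a setting chosen after seeing the data, 26 genes were higher and 13 lower in the aged pair.

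Whether the genotype difference changed with age was tested as a trend over the 3 ages. Cxcl2 went from 11.7 to 37.2 CPM between young and aged E3 and from 8.08 to 194 in E4, a trend of 1.53 ± 0.11 log2 per age step (adjusted p = 1.51e-16), and the inflammasome cytokine Il1b from 42.6 to 223 and from 27.0 to 622 (1.09 ± 0.09, adjusted p = 2.85e-20). Csf1, a growth factor of microglia (1.14 ± 0.08), Tnf (0.84 ± 0.09), Ccl4 (0.84 ± 0.12), the costimulatory ligand Tnfsf9 (1.19), Egr3 (1.36 ± 0.12) and Vim (1.26 ± 0.12) rose in the same way. APOE had a trend of 0.69 ± 0.10 (adjusted p = 1.22e-07) and mouse Apoe, whose coding exon is replaced in these mice, one of 0.68 ± 0.12 (adjusted p = 1.5e-05). Falling trends were led by Ddit4 (153, 56.1 and 43.9 CPM in E3; 269, 33.5 and 12.9 in E4), with -1.31 ± 0.08 (adjusted p = 2.34e-28). The glucocorticoid-induced genes Fkbp5 (-0.58 ± 0.11, adjusted p = 0.0419) and Tsc22d3 (-0.51 ± 0.09, adjusted p = 9.78e-06) fell too, as did E230001N04Rik and Gm22146, which lie at or beside Fkbp5 and may share its reads, and the receptor gene Adrb1 (-0.61 ± 0.08). Prl fell by 6.96, with the pituitary transcripts of the aged E3 library. For Hif1a the trend was 0.24 (adjusted p = 0.137).

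By list, 10 of 20 cytokine and NF-kB genes rose (median 0.54, adjusted p = 1.82e-54, 13 adjusted over the list alone). None of the 19 lists called of 28 passed with an estimated correlation (adjusted p from 0.556 to 0.705), a setting chosen after seeing the data. Rising too were 11 of 32 DAM genes (0.36, adjusted p = 8.59e-42, 17 adjusted over the list alone), with Axl at 0.87 ± 0.15, Itgax at 0.74, Lgals3 at 0.63 and Fabp5 at 0.61, 5 of 25 interferon genes (0.24, adjusted p = 1.57e-12, 10 adjusted over the list alone) and 2 of 14 MHC class I genes (0.20, adjusted p = 7.83e-07). Of 21 glycolysis genes 3 rose (0.15, adjusted p = 6.04e-06, 8 adjusted over the list alone), the glucose transporter gene Slc2a1 (0.46), the lactate transporter gene Slc16a3 (0.45) and Pgk1 (0.30), and of 19 HIF-1 targets 2 rose and 1, Ddit4, fell (0.20, adjusted p = 0.00394; 8 and 1 adjusted over the list alone). Immediate early genes (0.15, adjusted p = 2.85e-09, 1 of 23), cholesterol efflux (0.18, adjusted p = 1.54e-06, 2 of 20), cholesterol synthesis (0.16, adjusted p = 0.00405), senescence (0.13, adjusted p = 0.00405) and disease-associated oligodendrocyte genes (0.24, adjusted p = 8.85e-08, 0 of 15) were higher, homeostatic genes lower (-0.09, adjusted p = 0.00137, 0 of 23). The ribosomal protein list had a median of 0.08 (adjusted p = 0.00171, 0 of 91 members rising), and its 1 falling member, Rps6kb1, encodes an S6 kinase. Markers of other cells moved along: erythrocyte (2.08, adjusted p = 1.33e-41, 0 of 4), oligodendrocyte (0.38, adjusted p = 1.3e-09, 2 of 11), myelin (0.42, adjusted p = 1.36e-09, 2 of 16), reactive astrocyte (0.43, adjusted p = 2.04e-11, 2 of 16), choroid plexus (0.40, adjusted p = 4.52e-05, Ttr of 6) and endothelial markers (0.42, adjusted p = 9.08e-05, Flt1 of 9).

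In all, 124 genes had a rising and 23 a falling trend of 12442 tested. The fit left 1 residual degree of freedom, no library could be left out, and simulated data of the same size gave 82 false calls. DESeq2 called 19 genes, of which 17 were among the 147, Cxcl2, Il1b, Csf1, Ddit4 and APOE included. Without the cluster led by DAM genes the trends of Lgals3 (-0.10), Itgax (0.14), Fabp5 (0.01) and Apoe (0.38, adjusted p = 0.356) no longer passed, and neither did those of the lists of glycolysis (0.02, adjusted p = 0.266), HIF-1 targets (0.08, adjusted p = 0.679), cholesterol efflux (0.03, adjusted p = 0.425), cholesterol synthesis (0.04, adjusted p = 0.374), ribosomal proteins (0.03, adjusted p = 0.43) and homeostatic genes (-0.05, adjusted p = 0.225).

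The next question was what changes with age, aged against young over both genotypes. In microglia 1325 genes rose and 780 fell of 12442 tested. Cybb rose by 5.12 ± 0.17 (adjusted p = 5.66e-09), Igf1 by 4.25 ± 0.20 (adjusted p = 1.49e-07) and Lpl by 3.67 ± 0.09 (adjusted p = 1.65e-10). H2-Ab1 rose by 2.27 ± 0.13 (adjusted p = 6.29e-07) and the invariant chain gene Cd74, from 24.6 to 136 CPM in E3 and 24.9 to 228 in E4, by 2.83 ± 0.23 (adjusted p = 0.008). Cd72 (2.56 ± 0.19), lysozyme (Lyz2, 2.11 ± 0.19) and Cox6a2 (2.38 ± 0.10) rose as well. Among genes that fell were the dendritic RNA Bc1 (-1.56 ± 0.10), the interleukin-7 receptor gene Il7r (-1.32 ± 0.13) and the adhesion receptor gene Adgrl2 (-1.16 ± 0.11). Hif1a rose by 0.56 ± 0.10 (adjusted p = 0.00681). APOE (2.46 ± 0.49, adjusted p = 0.113), Apoe (1.48, adjusted p = 0.153) and Spp1 (8.26, adjusted p = 0.0798) did not pass.

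None of the 17 lists called of 28 by age in microglia passed with an estimated correlation (adjusted p from 0.455 to 0.539). Of the 32 DAM genes 21 rose with age in microglia (median 1.92, adjusted p = 2.59e-28, 28 adjusted over the list alone), among them Fam20c (3.6 ± 0.26) and Lgals3 (4.36 ± 0.42, adjusted p = 0.0345), while 10 of 23 homeostatic genes fell (-0.25, adjusted p = 1.36e-06, 14 adjusted over the list alone), such as Tmem119 (-0.51), Csf1r (-0.45) and P2ry12 (-0.37). All 6 MHC class II genes rose (2.52, adjusted p = 1.03e-08, 6 adjusted over the list alone; H2-Aa 4.13 ± 0.23, H2-Eb1 2.92 ± 0.26), and 8 of 14 MHC class I genes (0.56, adjusted p = 9.08e-08; H2-Q7 1.80 ± 0.17). Interferon genes rose in 15 of 25 cases (0.99, adjusted p = 7.2e-14; Ifi207 3.34 ± 0.31) and cytokine genes in 3 of 20 (1.28, adjusted p = 7.01e-13; Ptgs2 3.00). Of the ribosomal protein list, taken by gene name, 69 of 91 members rose (0.53, adjusted p = 6.06e-26; Rpl10a 0.80 ± 0.10), while its 8 S6 kinase and binding protein genes were not called, and of the nuclear oxidative phosphorylation list 45 of 87 rose (0.25, adjusted p = 2.58e-16; Uqcrh 0.56). Of 21 glycolysis genes 8 rose (Gapdh 0.71, Tpi1 0.76) and 1 fell, Hk1 (0.24, adjusted p = 0.00337), and 10 of 19 HIF-1 targets rose (0.51, adjusted p = 0.00569; Bhlhe40 3.08 ± 0.39, Vegfa 1.77). Cholesterol efflux (8 of 20 rising, 0.32, adjusted p = 3.27e-06), cholesterol synthesis (3 of 20, 0.29, adjusted p = 0.00463), immediate early (3 of 23, 0.19, adjusted p = 0.00463) and senescence genes (2 of 7, 0.72, adjusted p = 0.00508) were higher. The disease-associated oligodendrocyte list (7 of 15 rising and 1 falling, 0.74, adjusted p = 9.59e-06; Cd63 1.40 ± 0.15) and the reactive astrocyte list (7 of 16 rising and 1 falling, 0.85, adjusted p = 3.09e-05; Cd44 3.07) were higher, and astrocyte carry-over markers were lower (3 of 13 falling, -0.77, adjusted p = 3.64e-08).

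The count of genes called by age in microglia rested on the young E4 library: without it 157 genes passed, 133 of them among the 2105, while 871 passed without the young E3 and 1025 without the aged E4 library, and DESeq2 called 907. Of the 70 called genes with tabulated values 22 passed without each library in turn, Cybb, Igf1, Lpl, H2-Ab1, Cd74, Cd72, Lyz2, Bc1, Il7r, Adgrl2, H2-Aa, H2-Eb1, H2-Q7, Fam20c, Bhlhe40, Cd63 and Cd44 among them. Leaving out the young, middle-aged and aged E3 libraries ended 20, 7 and 6 of the calls, and the E4 libraries 45, 8 and 18, with adjusted p from 0.0504 to 0.525; without the young E4 library the adjusted p was 0.156 for Hif1a, 0.0986 for Lgals3, 0.204 for Tmem119 and 0.119 for Gapdh. Of the lists, cholesterol synthesis missed the threshold without the young E4 (0.159) or aged E4 library (0.124) and immediate early genes without the latter (0.0982).

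**Figure D5:**
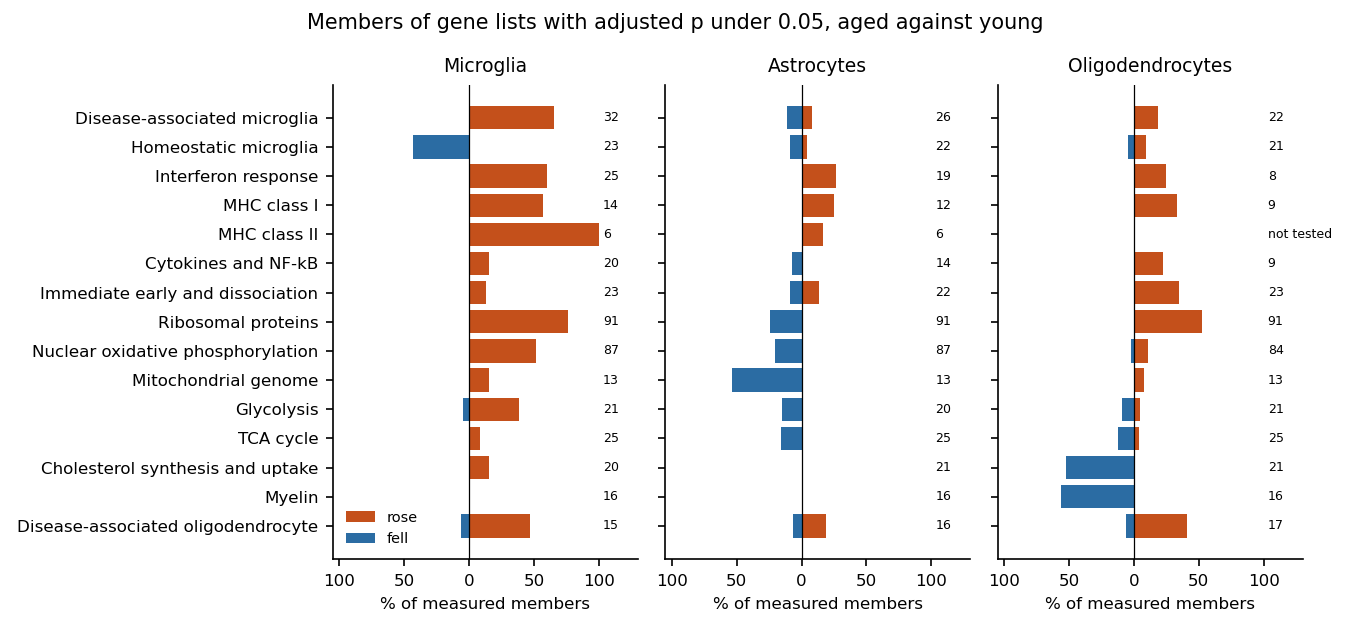
Percent of the measured genes of each list that rose (right) or fell (left) between young and aged mice in microglia, astrocytes and oligodendrocytes, edgeR adjusted p under 0.05, with the number of measured genes beside each bar. In microglia 69 of 91 members of the ribosomal protein list, 8 of which encode no ribosomal protein, and 21 of 32 DAM genes rose, and in astrocytes 22 of 91 members of the former fell (9 encode none).

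In astrocytes, 8 genes rose and 5 fell by genotype of 13685 tested, and 892 had an unadjusted p under 0.05. Serpina3n, a serine protease inhibitor of reactive astrocytes (chromosome 12 104406729 to 104414329), was at 7.82, 6.55 and 13.4 CPM in E3 and 71.8, 73.7 and 69.7 in E4, a log2 fold change of 2.96 ± 0.20 (adjusted p = 0.029). Col1a2, a collagen I chain, fell by 1.21 ± 0.09 (adjusted p = 0.000169), Wdfy1 by 0.83 ± 0.09 (adjusted p = 0.000977), the acetyltransferase gene Nat8f5 by 0.87 ± 0.11 (adjusted p = 0.029) and the glucose-sensing gene Txnip by 0.68 ± 0.08 (adjusted p = 0.0032). The myelin genes Mbp (0.92 ± 0.09, adjusted p = 0.00762) and Bcas1 (0.81 ± 0.10, adjusted p = 0.00546) were higher beside oligodendrocyte carry-over markers (median 0.17, adjusted p = 0.000179, 1 of 11; adjusted p = 0.535 with an estimated correlation), and Kirrel2 (0.56) and Phpt1 (0.39) rose too. Serpina3n and Col1a2 passed without each library, but leptomeningeal carry-over of Col1a2 was not tested. Of the 9 calls with values here 4 and 6 ended without the middle-aged E3 and E4 libraries (Wdfy1 and Txnip at 0.0625 without the latter). Without the aged ones 2 and 3 ended, and adjusted p was 0.0537 to 0.447 over these. Without the young E3 and E4 libraries 71 and 86 genes passed.

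None of the 15 lists called by genotype in astrocytes passed with an estimated correlation (adjusted p = 0.535). Glycolysis genes were higher in E4 astrocytes (median 0.11, adjusted p = 1.83e-08, 18 of 20 positive), with 0 passing over all genes and 4 adjusted over the list alone, and the 13 genes of the mitochondrial genome were all positive (0.20, adjusted p = 6.96e-08; 0 passing, 9 adjusted over the list alone). Gpi1 had 0.24 ± 0.05 (adjusted p = 0.231), Eno1 0.23 ± 0.06 (adjusted p = 0.344) and mt-Nd5 0.32 ± 0.07 (adjusted p = 0.269). Both lists passed without each library in turn and with the strict cell filter, where the mitochondrial genome was at 0.10 (adjusted p = 3.18e-05). All 21 cholesterol synthesis genes were positive (0.12, adjusted p = 5.14e-06, 0 passing, 1 adjusted over the list alone), but the adjusted p was 0.11 without the young E3 and 0.119 without the young E4 library. The reactive astrocyte list (0.17, adjusted p = 0.000322, Serpina3n of 20) was at 0.0574 without the middle-aged E4 library, and HIF-1 targets (0.10, adjusted p = 0.00654) were at 0.311 and 0.324 without the aged E3 and E4 libraries. Immediate early genes were lower (-0.19, adjusted p = 2.47e-05, 0 of 22), at 0.0931 and 0.064 without the young E3 and E4 libraries. Also called were nuclear oxidative phosphorylation (0.05, adjusted p = 4.3e-05), myelin (0.14, adjusted p = 0.00132), disease-associated oligodendrocyte (0.10, adjusted p = 0.00132), DAM (0.06, adjusted p = 0.00713), interferon (0.18, adjusted p = 0.0204), MHC class I (0.09, adjusted p = 0.0369), astrocyte markers (0.05, adjusted p = 0.0343) and choroid plexus markers, which were lower (-0.40, adjusted p = 0.00418). Each of these, like the oligodendrocyte markers, missed the threshold without at least 1 library: the young, middle-aged and aged E3 libraries ended 5, 7 and 5 of the 15 list calls and the E4 libraries 5, 8 and 5, with adjusted p from 0.0531 to 0.944. With the strict filter interferon (adjusted p = 0.485), astrocyte markers (0.0578) and nuclear oxidative phosphorylation (0.0774) did not pass. The cytokine list tested lower at a median of 0.03 and did not pass.

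With age, 488 astrocyte genes rose and 669 fell. Hes5, a Notch target, rose from 208 to 473 CPM in E3 and from 240 to 489 in E4 (1.11 ± 0.08, adjusted p = 1.99e-05), the complement gene C4b from 37.0 to 89.6 and from 46.8 to 88.0 (1.09 ± 0.12, adjusted p = 0.00293), and the clock output gene Dbp by 1.00 ± 0.07 (adjusted p = 1.99e-05). The transcription factor gene Foxb1 (1.29 ± 0.12) and Efemp1 (0.91), a matrix gene, rose also. Arl4d fell from 65.6 to 13.6 CPM and from 49.0 to 9.06 (-2.35 ± 0.14, adjusted p = 1.99e-05), and Bc1 (-1.54), the kinesin gene Kif5a (-1.53 ± 0.18) and Txnip (-1.01 ± 0.09) fell as well. These genes passed without each library in turn. Carry-over of Bc1, here or in microglia, was not tested. Apoe rose by 0.30 (adjusted p = 0.0185), a call that ended without 5 of the 6 libraries or with the strict cell filter, and APOE was at -0.21 (adjusted p = 0.147).

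None of the 13 lists called by age in astrocytes passed with an estimated correlation (adjusted p from 0.559 to 0.75). Interferon genes rose in 5 of 19 cases in aged astrocytes (median 0.77, adjusted p = 2.8e-06, 8 adjusted over the list alone; the chemokine gene Cxcl10 3.4, adjusted p = 6e-05), and MHC class I genes in 3 of 12 (0.51, adjusted p = 0.000606, 5 adjusted over the list alone; Psmb8 1.10 ± 0.19). The mitochondrial genome was lower (-0.35, adjusted p = 3.31e-06, 7 of 13 falling, 10 adjusted over the list alone; mt-Nd3 -0.98 ± 0.15), and less so with the strict cell filter (-0.13, adjusted p = 0.0122). The median mitochondrial share of filtered cells of all classes was 9.43% and 9.88% in the young E3 and E4 libraries and 6.27% and 6.74% in the aged ones. Also lower were TCA cycle genes (-0.15, adjusted p = 6.13e-05, 4 of 25, 9 adjusted over the list alone) and astrocyte markers (-0.23, adjusted p = 4.25e-06, 6 of 13, 9 adjusted over the list alone; Cpe -0.70, Slc1a2 -0.46). The ribosomal protein list (-0.16, adjusted p = 9.95e-12, 22 of 91 members falling, 0 of them among its 9 S6 kinase and binding protein genes, 26 adjusted over the list alone; Rps29 -0.68) and nuclear oxidative phosphorylation (-0.13, adjusted p = 8.83e-09, 18 of 87, 32 adjusted over the list alone; Ndufa1 -0.73) were lower, but with the strict cell filter their medians were 0.02 (adjusted p = 0.563) and 0.03 (adjusted p = 0.596). Glycolysis (-0.15, adjusted p = 0.00181, 3 of 20 falling; Pfkm -0.46) was at 0.211 with the strict filter and 0.0688 without the aged E3 library, and neuron markers (-0.49, adjusted p = 0.00168, 1 of 12) at 0.563 with that filter and 0.151 without the aged E4 library. Immediate early genes were higher (0.61, adjusted p = 0.00988, 3 of 22 rising and 2 falling), at 0.252 without the young E4 library. Homeostatic microglia genes (-0.39, adjusted p = 0.0113), oligodendrocyte markers (-0.34, adjusted p = 0.0409) and myelin (-0.43, adjusted p = 0.0463) were lower, with 0.467, 0.459 and 0.429 without the young E3 and 0.249, 0.119 and 0.272 without the aged E3 library. ApoE receptors (-0.23, adjusted p = 0.0515) and the reactive astrocyte list (0.33, adjusted p = 0.0516, 4 of 20 rising) fell short of the threshold. The count of 1157 genes was 720 without the middle-aged E3, 762 without the young E4, 542 without the middle-aged E4 and 162 without the aged E4 library, 434 with the strict filter and 280 by DESeq2; of the 56 called genes with tabulated values, leaving out the young, middle-aged and aged E3 libraries ended 8, 6 and 19 calls and the E4 libraries 8, 9 and 28, with adjusted p from 0.0501 to 0.386.

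In oligodendrocytes, 10 genes rose and 5 fell by genotype, with Wdfy1 first (68.6, 59.8 and 55.2 CPM in E3 against 28.9, 24.9 and 26.0 in E4; -1.2 ± 0.08, adjusted p = 1.59e-09). The cortactin-binding gene Cttnbp2 (-0.80 ± 0.06, adjusted p = 3.27e-08; chromosome 6 18366478 to 18514843), the adhesion gene Ninj2 (-0.77 ± 0.06, adjusted p = 3.27e-08) and Ulk2 (-0.48 ± 0.07, adjusted p = 0.000994) fell. Myadm fell by 0.82 ± 0.11 (adjusted p = 0.000918), the reverse of microglia, a difference that was not tested. Bc1 (0.65 ± 0.09), Ndufa3 (0.46 ± 0.06, adjusted p = 0.00114), the signalling inhibitor gene Spry2 (0.58), Wwc2 (0.47), Adamts1 (0.45) and Gstp1 (0.40) rose. Serpina3n had 4.16, 13.6 and 25.5 CPM in E3 and 63.5, 74.6 and 96.7 in E4 but did not pass (2.48 ± 0.44, adjusted p = 0.808). None of the 5 lists called passed with an estimated correlation (adjusted p from 0.514 to 0.815). Immediate early genes were higher (median 0.23, adjusted p = 2.71e-09, 0 of 23 passing, 4 adjusted over the list alone; Fos 0.81 ± 0.20, adjusted p = 0.87), as was the mitochondrial genome (0.10, adjusted p = 0.000335, 0 of 13, 2 adjusted over the list alone) and the reactive astrocyte list (0.17, adjusted p = 0.011, 0 of 12), and MHC class I genes were lower (-0.29, adjusted p = 0.00198, 0 of 9, 2 adjusted over the list alone; B2m -0.39 ± 0.09, adjusted p = 0.108). Astrocyte carry-over markers were higher (0.10, adjusted p = 0.0234), but not without the middle-aged E3 (-0.08, adjusted p = 0.171) or E4 library (-0.08, adjusted p = 0.181). The 15 genes became 107, 137, 62, 131 and 61 without the young E3, middle-aged E3, young E4, middle-aged E4 and aged E4 library, and DESeq2 called 7. The calls of Spry2, Wwc2, Adamts1 and Gstp1 ended without at least 1 library (adjusted p 0.0554 to 0.284): the young, middle-aged and aged E3 libraries ended 0, 1 and 2 calls and the E4 libraries 3, 1 and 2. The 5 lists became 14, 10 and 10 without the E3 libraries and 16, 10 and 10 without the E4 libraries, in order of age.

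With age, 728 oligodendrocyte genes rose and 723 fell. The early response gene Btg2 (1.95 ± 0.10, adjusted p = 1.11e-11), Hopx (1.76 ± 0.09) and the integrin gene Itgb5 (1.67) rose. Pdxk, the kinase that makes the active form of vitamin B6, fell from 91.2 to 30.3 and from 118 to 29.3 CPM (-1.82 ± 0.10, adjusted p = 5.97e-10), with the zinc transporter gene Tmem163 (-1.36 ± 0.10) and the protocadherin gene Pcdh11x (-1.57 ± 0.14). None of the 13 lists called by age in oligodendrocytes passed with an estimated correlation (adjusted p from 0.502 to 0.819). Of 21 cholesterol synthesis genes 11 fell (median -0.32, adjusted p = 4.3e-08, 12 adjusted over the list alone; Hmgcs1 -0.68 ± 0.07), of 16 myelin genes 9 fell (-0.24, adjusted p = 0.00015, 10 adjusted over the list alone; Cldn11 -0.66 ± 0.06, Fa2h -0.45, Mal -0.44) and of 39 glycerolipid and glycerophospholipid genes 10 fell and 2 rose (-0.13, adjusted p = 0.00894; Mgll -1.04 ± 0.15, Dgat2 -0.95 ± 0.16). Of the ribosomal protein list 48 of 91 members rose, 0 of them among its 9 S6 kinase and binding protein genes (0.22, adjusted p = 6.5e-15, 55 adjusted over the list alone; Rps4x 0.49), and immediate early genes rose in 8 of 23 (0.59, adjusted p = 1.32e-08; Junb 1.31 ± 0.12, Socs3 3.51 ± 0.27). The disease-associated oligodendrocyte list was higher (0.33, adjusted p = 0.000197, 7 of 17 rising and 1 falling; the protease gene Klk6 1.41 ± 0.18), with MHC class I (0.49, adjusted p = 0.000621, 3 of 9; B2m 0.50) and the reactive astrocyte list (0.47, adjusted p = 0.0146, 2 of 12).

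Other lists called by age in oligodendrocytes were lower for astrocyte markers (-0.52, adjusted p = 2.41e-05, 3 of 13) and oligodendrocyte markers (-0.08, adjusted p = 0.00676, 5 of 11; 0.0834 without the aged E3 library). Interferon genes were higher (0.48, adjusted p = 0.0222, 2 of 8), at 0.0863 without the young E3 and 0.0662 without the aged E3 library. Nuclear oxidative phosphorylation (0.07, adjusted p = 0.00467, 9 of 84 rising and 2 falling) was at 0.95 without the young E3 and 0.386 without the aged E4 library, and DAM genes (0.22, adjusted p = 0.0303, Spp1, Fam20c, Ank and Apoe of 22) were at 0.713 without the young E4 and 0.386 without the aged E4 library and 0.119 with the strict filter. APOE rose by 0.62 (adjusted p = 7.33e-05) at a level taken here as free RNA. The 1451 genes became 714, 875 and 647 without the aged E3, young E4 and aged E4 library, and DESeq2 called 388; of the 51 called genes with tabulated values 29 passed without each library, and leaving out the young, middle-aged and aged E3 libraries ended 6, 1 and 8 calls and the E4 libraries 13, 1 and 16, with adjusted p from 0.0527 to 0.643 (B2m 0.329 without the aged E4 library).

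Fewer cells of other classes were available, and genotype alone was tested in them. Wdfy1 was lower in E4 in endothelial cells (-1.13 ± 0.11, adjusted p = 0.00137), choroid plexus cells (-1.63 ± 0.17, adjusted p = 0.0274) and ependymal cells (-1.45 ± 0.21, adjusted p = 6.76e-09), as it was in the 3 classes above. Asns, which makes asparagine, was higher in E4 endothelial cells (7.06, 8.24 and 8.17 CPM in E3 against 18.8, 17.8 and 17.2; 1.2 ± 0.18, adjusted p = 0.0255) and choroid plexus cells (1.80, 1.13 and 2.30 against 16.0, 20.5 and 11.7; 3.09 ± 0.31, adjusted p = 0.0274). Endothelial cells also had more Dbp (0.75 ± 0.11, adjusted p = 0.0307), of the myelin gene Mobp (1.00 ± 0.14, adjusted p = 0.0347), of Eps8l1 (0.471, 0.95 and 0.817 CPM against 4.50, 5.13 and 10.2), of the interferon-inducible Ifi208 (0.235, 0 and 0 against 3.94, 4.74 and 3.39) and of Dynlt1b (0.471, 0.634 and 0.272 against 3.37, 9.08 and 1.48), 6 genes up and 1 down in all. Choroid plexus cells had more Isoc2a (2.97 ± 0.26, adjusted p = 0.0101) and of the sulfotransferase gene Sult1c1 (1.41 ± 0.13, adjusted p = 0.0113), and their other falling gene was Prl (4.05, 0.161 and 3087 CPM in E3), a pituitary transcript. Ependymal cells changed in 15 genes up and 17 down: the sodium-sensing channel gene Scn7a was at 143, 158 and 181 CPM in E3 and 31.2, 41.0 and 60.5 in E4 (-1.85 ± 0.16, adjusted p = 6.12e-28), complement C3 fell by 0.83 ± 0.15 (adjusted p = 1.09e-05), Fank1 by 1.07 ± 0.18, and the actin-severing Gsn rose by 0.62 ± 0.09 (adjusted p = 2.44e-09) and Gm21149 by 1.84 ± 0.18.

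These counts rested on few libraries. Endothelial calls became 25 without the young E3 and 16 without the young E4 library, and besides Wdfy1 each of the 7 ended without at least 1 library (2, 5 and 6 calls for the young, middle-aged and aged E3 libraries, 3, 6 and 6 for E4, adjusted p from 0.0511 to 0.848). Choroid plexus calls became 25, 8 and 23 without the young E3, middle-aged E3 and young E4 library and 0 without the aged E3 or aged E4 library (343 and 340 genes at an unadjusted p under 0.05, edgeR; DESeq2 was not run without a library), where Wdfy1 had an adjusted p of 0.0989 and 0.0945 and Asns of 0.0989 and 0.12. The 32 ependymal calls became 15 without either aged library; Scn7a, Gsn, Gm21149 and Wdfy1 passed without each library, and C3 was at 0.521 and 0.411 and Fank1 at 0.251 and 0.197 without the aged E3 and E4 libraries. DESeq2 called 3, 5 and 2 genes in these classes, with Scn7a among the ependymal ones. Over the 6 classes, 79 genes were called by genotype in at least 1, 12 in at least 2 and 5 in at least 3, and Myadm was called in opposite directions in microglia and oligodendrocytes.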

Values the study reported

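The study pooled 3 mice per group and sequenced 1 library per group, at ages of 3, 12 and 24 months. Cells were kept with 200 to 5000 genes, 500 to 90,000 UMIs and under 30% mitochondrial transcripts, and after ambiguous cells were removed 39,475 cells of 13 cell types remained. The DAM-like microglial cluster Mi_6 made up 12.9% of all microglia in aged E4 mice and 6.1% in aged E3 mice.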

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

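Of the tests in this part, only the sub-cluster computed without pituitary genes was chosen after the result was seen.

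Pituitary hormone transcripts drew attention as a signal in cells that no comparison uses. The 3 clusters with 5% or more of their UMIs from hormone genes (52.3%, with Prl at 488900 CPM, in the largest, 42.6%, with Gh at 273905 CPM, in the next, and 7.29% in the last, of 37 cells and led by other genes) held 14.1% of the filtered cells of the aged E3 library, and 14 of 64547 cells of the other 5. Transcription of hormone genes by the brain cells themselves is argued against by the ratio of Gh to Prl, which varied by 1.2-fold at most (highest over lowest) over the 6 tested classes of that library. Free RNA of pituitary tissue in 1 pool is the candidate source that remains: the 7 hormone genes, none of which any of the other lists hold, stood at 137 times or more the highest other library in each class (10699 CPM in microglia against 9.99). The study names no sort that would remove such cells, a tissue difference of aged E3 mice was not tested, and genes lower in aged E4 cells may carry this RNA.

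Microglial genes called by genotype clustered around the replaced locus, within 20 Mb of Apoe, with an odds ratio of 22.4. Strain DNA that was left around the targeted locus and differs between the E3 and E4 lines is a candidate explanation. The odds ratio is the pattern itself, so it is no separate test of that explanation. Within 10 Mb the odds ratio was 4.76, and within 30 Mb it was 16.9 with the same 11 genes called. Whether sequence variants change expression or only the mapping of reads to the reference or to near-identical receptor genes was not tested here, and neither was an effect of APOE genotype on this region. Serpina3n and Wdfy1 lie on other chromosomes, and no such region was tested for them.

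The share of microglia with a DAM profile was higher in aged E4 than in aged E3 mice, 10.5% against 3.67%. A difference in UMIs per cell is argued against: with all cells thinned to 2000 UMIs the lower limit of the ratio was 2.27. Free RNA of DAM cells is argued against as well, since Cst7, Itgax and Lilrb4a together reached at most 0.68% of their microglial level in 4 other classes of the aged E4 library. The ratio lay between 2.58 and 2.99 under the alternatives run, and was 2.61 with the sub-cluster computed without pituitary genes. An effect of APOE genotype, a difference between single pools of 3 mice and an unequal loss of cells in dissociation remain open, because each group has 1 library.

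The genotype difference in microglia changed with age in 147 genes by the test of the trend, and APOE was among them (0.69 log2 per age step). Myadm differed between microglia and oligodendrocytes by 1.66 on the log2 scale, and drew attention because every pair of libraries went up in the first class and down in the second; the difference was not tested. The libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05, and because the fit has age as a block only 7 of the fits differ: each of the 6 splits that part 1 age pair gives the same fit as another. As many genes or lists as by genotype, the real split included, came from 3 splits in microglia (29 genes, highest other 189), 3 in astrocytes (13, highest other 14), 3 in oligodendrocytes (15, highest other 17), 3 in endothelial cells (7, highest other 31), 3 in choroid plexus cells (5, highest other 268) and 1 in ependymal cells (32, highest other 21). For lists these were 8 splits in microglia (9 lists, highest other 18), 6 in astrocytes (15, highest other 20) and 10 in oligodendrocytes (5, highest other 15). Of the 4 splits that part all 3 age pairs, genotype called the most genes in each class (29, highest other 11, in microglia, 13 and 9 in astrocytes, 15 and 11 in oligodendrocytes, 7 and 1 in endothelial, 5 and 1 in choroid plexus and 32 and 8 in ependymal cells), but not the most lists (9 and 18, 15 and 20 and 5 and 14 in the first 3). In microglia and endothelial cells the splits that called several times the real count part only the aged pair of libraries. In choroid plexus cells they part only the young pair. With age as a block such a fit contrasts E3 with E4 at that age, so it holds the genotype difference of that pair. It cannot tell genotype from another difference between the pools of that pair.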

How the results depend on the processing

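Of the tests in this part, those without the cluster led by DAM genes, with endothelial clusters of 1 library kept, with ratios at single ages under other cell filters, with shares without pituitary-like cells, and the estimated correlation and fry for the trend were chosen only after the result was seen. Over the alternatives other than leaving out a library, the values of named genes kept direction and side of the threshold in 1673 of 1958 cases, lost the threshold in 279, gained it in 4 and reversed in 2, and those of lists in 399 of 608, with 199 losing it, 5 gaining it and 5 reversed. Leaving out a library gave 1294 of 1698 for genes (391 lost, 13 gained, 0 reversed) and 754 of 996 for lists (69 lost, 125 gained, 48 reversed). In the changes that follow the cause was not tested, except that fewer libraries, cells or genes by construction enter some settings. The genotype tests set E3 and E4 side by side within each age, through the age term. No paired analysis by library number was possible: each group holds 1 library and the numbers name no pair. The trend could not be fitted without a library, since no residual degree of freedom is left, and a lone library of an age is assumed to vary like the others.

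By DESeq2, 907 genes passed by age in microglia, 280 in astrocytes and 388 in oligodendrocytes, 19 for the trend, and by genotype 7 in oligodendrocytes, 3 in endothelial and 2 in ependymal cells. Without a filter on low counts, 168, 127, 89, 74 and 17 genes passed by genotype in microglia, astrocytes, oligodendrocytes, endothelial and choroid plexus cells and 1920 by age in astrocytes. Without the age term there were 8, 5, 4, 3, 3 and 4 by genotype in microglia, astrocytes, oligodendrocytes, endothelial, choroid plexus and ependymal cells. With doublets kept there were 73 for the trend, 24 by genotype in oligodendrocytes, 4 in endothelial and 16 in ependymal cells, 3 classes whose share held 1 direction (5 otherwise; 6 without pituitary-like cells, astrocytes not among them), an APOE ratio of 2.66 in the aged pair, and Ifit1 with a trend of -0.35 (adjusted p = 0.905; 1.19 otherwise). The ratio was 3.08 with cells thinned. With the strict filter there were 64 genes for the trend, 10 by genotype in ependymal cells, and by age in astrocytes 434 genes and 7 lists, with medians that turned positive and did not pass for myelin (0.0474, adjusted p = 0.191), oligodendrocyte markers (0.0986, adjusted p = 0.137) and nuclear oxidative phosphorylation (0.0316, adjusted p = 0.596). With only young and aged libraries 651 astrocyte genes passed by age, and with clusters of 1 library kept 4 endothelial genes by genotype. Without the cluster led by DAM genes 39 genes differed in the aged pair, and the trend was -0.10 for Lgals3 (adjusted p = 1), 0.0847 for HIF-1 targets (tested lower, adjusted p = 0.679) and -0.0277 for nuclear oxidative phosphorylation (adjusted p = 0.0317). Near Apoe, 10 Mb gave an odds ratio of 4.76. With an estimated correlation 0 lists passed by genotype, trend or age in microglia or by genotype or age in astrocytes and oligodendrocytes, and with fry 0 as well, against 9, 19, 17, 15, 13, 5 and 13 by camera with the preset correlation; their adjusted p by fry was 0.961 to 0.986, 0.475 to 0.752, 0.0835 to 0.268, 0.62 to 0.84, 0.126 to 0.691, 0.53 to 0.981 and 0.0882 to 0.628 in that order.

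With 1 library left out in turn, genotype gave 35 (without aged E4) to 50 genes in microglia, 10 (middle-aged E4) to 86 in astrocytes, 22 (aged E3) to 137 in oligodendrocytes, 6 (aged E4) to 25 in endothelial, 0 (either aged library; 343 and 340 at an unadjusted p under 0.05 by edgeR, DESeq2 not run) to 25 in choroid plexus and 15 (either aged library) to 44 in ependymal cells. Age gave 157 (young E4) to 2335 genes in microglia, 162 (aged E4) to 884 in astrocytes and 647 (aged E4) to 2098 in oligodendrocytes. By genotype 7 (aged E4) to 19 lists passed in microglia and 10 to 16 in oligodendrocytes. The medians of lists whose tested direction reversed ranged, by genotype in microglia, from -0.0256 to 0.15 for interferon, -0.25 to 0.30 for cytokines, -0.0663 to 0.13 for immediate early genes, -0.0384 to 0.38 for reactive astrocyte genes, -0.0928 to 0.30 for astrocyte, -0.41 to 0.25 for endothelial markers and -0.10 to 0.0636 for ribosomal proteins. By genotype in astrocytes they ranged from -0.23 to 0.33 for homeostatic genes, 0.0588 to 0.36 for interferon, -0.34 to 0.69 for cytokines, -1.13 to 1.06 for erythrocyte, -0.40 to 0.34 for endothelial, -0.27 to 0.65 for microglia markers and -0.0477 to 0.13 for ribosomal proteins. In oligodendrocytes these were -1.17 to 1.11 for erythrocyte, -0.0769 to 0.26 for astrocyte, -0.12 to 0.42 for microglia markers, -0.0249 to 0.0389 for ribosomal proteins and -0.0294 to 0.0843 for nuclear oxidative phosphorylation. By age they ranged in microglia from -0.61 to 0.36 for myelin, -1.66 to 2.26 for erythrocyte and -0.58 to 0.33 for oligodendrocyte markers, and in astrocytes from -0.76 to 0.0539 for homeostatic genes, -0.74 to -0.00392 for myelin, -2.33 to 1.36 for erythrocyte, -0.63 to 0.0904 for oligodendrocyte, -0.48 to 0.45 for choroid plexus and -1.30 to 0.34 for microglia markers. In oligodendrocytes the ranges by age were 0.12 to 0.33 for senescence, -1.80 to 2.25 for erythrocyte, -0.49 to 0.33 for microglia markers and 0.0059 to 0.16 for nuclear oxidative phosphorylation. Depth limits different libraries by class: the median cell was shallowest in young E3 for astrocytes and choroid plexus cells (1491 and 1980 UMIs) and in aged E3 for microglia, oligodendrocytes, endothelial and ependymal cells (3740, 4616, 3540 and 7620), while the summed counts were lowest in middle-aged E3 for microglia, astrocytes and endothelial cells.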

Other observations

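What is shown here was picked after the results were seen, and only gene calls have a test. Macrophages outside the microglial clusters held 6066 to 9576 CPM of human APOE, near the 8717 to 10964 CPM of astrocytes, and in aged mice the level was 6066 (5923 to 6212) in E3 and 9227 (8957 to 9503) in E4. Before doublets were removed, a cluster led by Pf4 and Mrc1 gave 147 aged E3 and 119 aged E4 cells of this class. A cluster led by MHC class II genes gave 254 and 107, and APOE was not compared within each cluster. Oligodendrocyte precursors had 1991 to 2439 CPM, choroid plexus cells 1685 to 2478, ependymal cells 1130 to 2060 and endothelial cells 606 to 814. Lymphocytes, with 69.5 to 316 CPM in 21 to 100 cells, lay at or below the level of oligodendrocytes (186 to 324 CPM) that was taken as free RNA. Lymphocytes rose with age in both genotypes, from 0.0296% to 0.777% of E3 and from 0.223% to 0.769% of E4 cells, and neuroprogenitors fell, from 1.11% to 0.264% and from 0.466% to 0.0622%. Before doublets were removed, the lymphocyte cluster held 30 of 20441 young and 121 of 14793 aged E3 cells. In E4 it held 21 of 10462 and 126 of 14743, so the size of the E3 rise depends on the doublet calls. Macrophages went from 1.44% to 2.62% in E3 and fell to 1.09% in aged E4, and choroid plexus cells from 5.06% to 9.73% and from 4.32% to 10.1%.

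Age moved some genes in more than 1 glial class. Of 10480 genes tested in both, 239 rose with age in microglia and in oligodendrocytes, where independent lists of the same lengths would share 61.7, and 94 fell in both (38.5). Astrocytes and oligodendrocytes shared 61 rising genes (23.6) and 92 falling genes (36.5) of 11121, and microglia and astrocytes 52 (39.8) and 82 (37.5) of 11360. The classes come from the same 6 libraries, so the lists are not independent and a difference between libraries enters each of them. Asns was higher in E4 in 4 of the 6 classes by the test, and Ulk2 was lower in 3, each with 1 direction in all 6 classes.

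In ependymal cells, E4 had more of the smooth muscle gene Tagln (1.31), the class I gene H2-T23 (0.98, adjusted p = 7.64e-05), the interferon-induced gene Ifit3 (0.86, adjusted p = 0.00964) and Dbp (0.66), and less of Rell1 (-1.32), Matn2 (-1.14), the transcription factor genes Six3 (-0.89) and Zic4 (-0.85) and Ulk2 (-0.65). Each of these calls ended without at least 1 library, in a class of 67 to 120 cells per library.

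The filter with the limits stated in the study left 79340 cells of 87356 barcodes, before doublets were removed. The value quoted from the study is lower. Ambiguous cells had been removed from it too, while 57650 cells were named here, so the cells differ.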
